A study of Mus musculus with 6 samples. Its data were reported in "WTAP regulates postnatal development of brown adipose tissue by stabilizing METTL3 in mice" (2022).

How the data were processed

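Total RNA from interscapular brown adipose tissue (iBAT), the thermogenic fat pad between the shoulder blades, of C57BL/6 mice aged 8 weeks was sequenced in 6 libraries. The labels put 3 libraries in the Wtap flox/flox group, the control, and 3 in the Wtap-BKO group, in which the study deleted Wtap in brown adipocytes with a Cre recombinase expressed from the Ucp1 gene. The paper calls the replicates biological, and p-values measure the spread between these samples.

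The authors aligned paired reads to the mouse genome GRCm38.p6 with HISAT2 2.0.5, assigned them to genes with featureCounts 1.5.0-p3 and compared the groups with DESeq2 1.16.1, per the labels and the paper's methods. Whether the counting used strand is not given in the sources used here. The deposited values are FPKM, fragment counts scaled by gene length and library size, for 55703 genes in 6 columns, with the gene length beside them. In these deposited FPKM, each value times the gene length was a whole multiple of the worth of 1 read in its library, with 100% of the nonzero values whole within 0.01, so reads per gene were recovered by division. The library sizes behind the deposited FPKM equalled the median-of-ratios size factors of the recovered reads times a constant, with a ratio of 1 in all 6 libraries, which means that the authors' values were already scaled between libraries. The recovered totals were 19005123, 16508497 and 15979694 reads in Wtap flox/flox replicates 1 to 3 and 16797345, 18118968 and 18256002 in Wtap-BKO replicates 1 to 3, a similar precision for all. Unnamed loci took at most 0.151% of the reads of a library, and 173 of them entered the tests.

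The fixed plan assumed counts. Because the deposited unit is FPKM, limma 3.58.1 in R 4.3.3 was used in place of the planned count test. That test was not run on the recovered reads either. Values were analysed as log2(FPKM + 0.1), which understates the change of genes with low values, for the 13507 genes with a mean of at least 0.5 FPKM and 10 recovered reads. A linear model with the group as its only term was fitted with a moderated variance that follows the mean level, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05, two-sided, with no fold threshold. Adjusted p below is limma's unless camera is named.

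Gene lists for pathways and cell types were written from textbook knowledge before the data were examined. Some lists share genes, so their results are not all independent. Of the 36 lists, 35 had at least 3 tested genes and were tested with camera at a preset correlation of 0.01, with adjustment over the lists. For each list the members called over all genes and the members called when adjusted over the list alone were counted, and camera with an estimated correlation and fry were run. Named genes followed a rule fixed beforehand: Wtap, Mettl3, Mettl14, Prdm16, Pparg, Ucp1, Ppargc1a, Mrc1, Col1a1 and Col3a1; the 10 largest fitted log2 changes each way among called genes with at least 5 CPM (FPKM times length in kilobases), no overlap between the groups and a real symbol; and from each list the 4 members with the smallest p and the called member with the smallest p against the list's direction. The result of 1 uncalled gene under this rule is not reported here. Prdm16, Pparg, Ucp1, Ppargc1a, Mrc1, Col1a1, Col3a1 and Mettl3 were named by the study in mice of this genotype, so lists that hold them are not independent evidence of their direction. The difference between the brown adipocyte list and the general adipocyte list was compared between the groups with an exact two-sided permutation test, whose smallest p with 3 against 3 libraries is 0.1.

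Alternatives chosen before the data were examined were library size alone, factors without the mitochondrially encoded genes, other filters, voom on the recovered reads, a robust variance, protein-coding genes only, a pseudocount of 1, a fold threshold, unadjusted p-values, each library left out and the replicate number as a block. Voom was applied to recovered reads, and the pseudocount to FPKM, only once the deposited unit was known. Those added after seeing the data were TMM factors (trimmed mean of M-values), leaving out flox/flox replicate 2 and Wtap-BKO replicate 3, a muscle covariate, and leaving out muscle genes. TMM factors had been the main scaling of the planned count test, and became an alternative here because the deposited values were already scaled. Coordinates are those of the deposited table, GRCm38.p6. The exons of Wtap came from GENCODE annotation of the same assembly, in which 55240 of the 55703 gene identifiers were found, 54985 with identical start and end. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 27.7 in every pair, and each was counted separately.

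The procedure was tested on simulated FPKM for 13401 genes of the comparison between the groups, of which 100 changed by 1 and 100 by 2 on the log2 scale. It recovered 98 and 100 of them, and 13 of the 211 calls (6.16%) were unchanged genes. The simulation gave every gene the same spread between replicates, set by the median residual variance of the data, and drew genes independently. Real genes differ in their spread, so these shares may overstate the recovery in the real comparison.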

Results

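Gene expression in iBAT was measured by RNA-seq in 3 Wtap flox/flox and 3 Wtap-BKO mice aged 8 weeks. Each library had 15979694 to 19005123 reads assigned to genes. WTAP is a subunit of the complex that writes N6-methyladenosine on mRNA. The comparison asks how the deletion in brown adipocytes changes the transcripts of the tissue. Values are FPKM as mean ± SD (n = 3).

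Wtap RNA was higher, not lower, in the libraries labelled Wtap-BKO, at 12.3 ± 0.463 FPKM against 8.26 ± 0.326 in Wtap flox/flox. The difference was 0.56 ± 0.09 (SE) on the log2 scale, with an adjusted p of 0.0160. Wtap (ENSMUSG00000060475) lies on the minus strand of chromosome 17 from 12966796 to 12994169. The study flanked exon 4 with loxP sites, and in an annotated transcript of 8 exons this exon spans 12981750 to 12981808. Its 59 bp are 0.944% of the 6248 bp of the gene, so a value for the whole gene checks neither the deletion nor the labels. The call was lost without flox/flox replicate 1 (adjusted p = 0.0670), 2 (0.0590) or 3 (0.0513) or Wtap-BKO replicate 3 (0.0625).

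In the libraries labelled Wtap-BKO, Ucp1, the uncoupling protein of brown fat, fell 4.94-fold, from 1769 ± 264 to 358 ± 119 FPKM. Adrb3, the beta-3 adrenergic receptor, rose 1.90-fold, from 50.8 ± 1.48 to 96.4 ± 5.34. The nuclear receptor gene Ppara fell from 89.5 ± 8.37 to 46.2 ± 4.78 FPKM (adjusted p = 0.00824). Letmd1 fell from 110.6 ± 17.8 to 64.2 ± 11.6 FPKM (adjusted p = 0.0343). The adjusted p was 0.00495 for Ucp1 and 0.00486 for Adrb3. Ucp1 (ENSMUSG00000031710) lies on chromosome 8 from 83290352 to 83298452. The Cre cassette sits in the Ucp1 gene of the Wtap-BKO mice, so the Ucp1 value also compares a modified with an unmodified allele. The transcription factor genes Prdm16 and Pparg and the coactivator gene Ppargc1a did not pass the test. Prdm16 was 4.85 ± 1.10 FPKM in the libraries labelled Wtap-BKO and 3.39 ± 0.353 in Wtap flox/flox (adjusted p = 0.130). Pparg was at 96.6 ± 23.0 and 93.3 ± 9.77 (adjusted p = 0.946), and Ppargc1a at 5.51 ± 1.58 and 10.9 ± 5.44 (adjusted p = 0.145). Of the 23 tested brown adipocyte genes 1 rose and 5 fell, against 2 and 7 when adjusted over the list alone. Camera gave an adjusted p of 0.0610 for the list, so that it was not called, and 0.0200 to 0.556 over the alternatives. It was called in 6 of the 20 alternatives, among them those without flox/flox replicate 3 (0.0200), with library size alone (0.0287), no filter (0.0299), protein-coding genes only (0.0382) and voom (0.0467). Relative to the general adipocyte list, the brown list was lower by 0.26 on the log2 scale in the libraries labelled Wtap-BKO (-3.83 ± 0.09 against -3.57 ± 0.10). The exact two-sided permutation p was 0.1, the smallest this design allows. The relative change was -0.482 against a reference of 4 adipocyte genes, and -0.156 without both libraries that held muscle transcripts. The call of Letmd1 was lost without flox/flox replicate 1 or 2 or Wtap-BKO replicate 1 or 3, with an adjusted p of at most 0.114. Those of Ucp1, Adrb3 and Ppara held with each library left out.

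**Figure D1:**
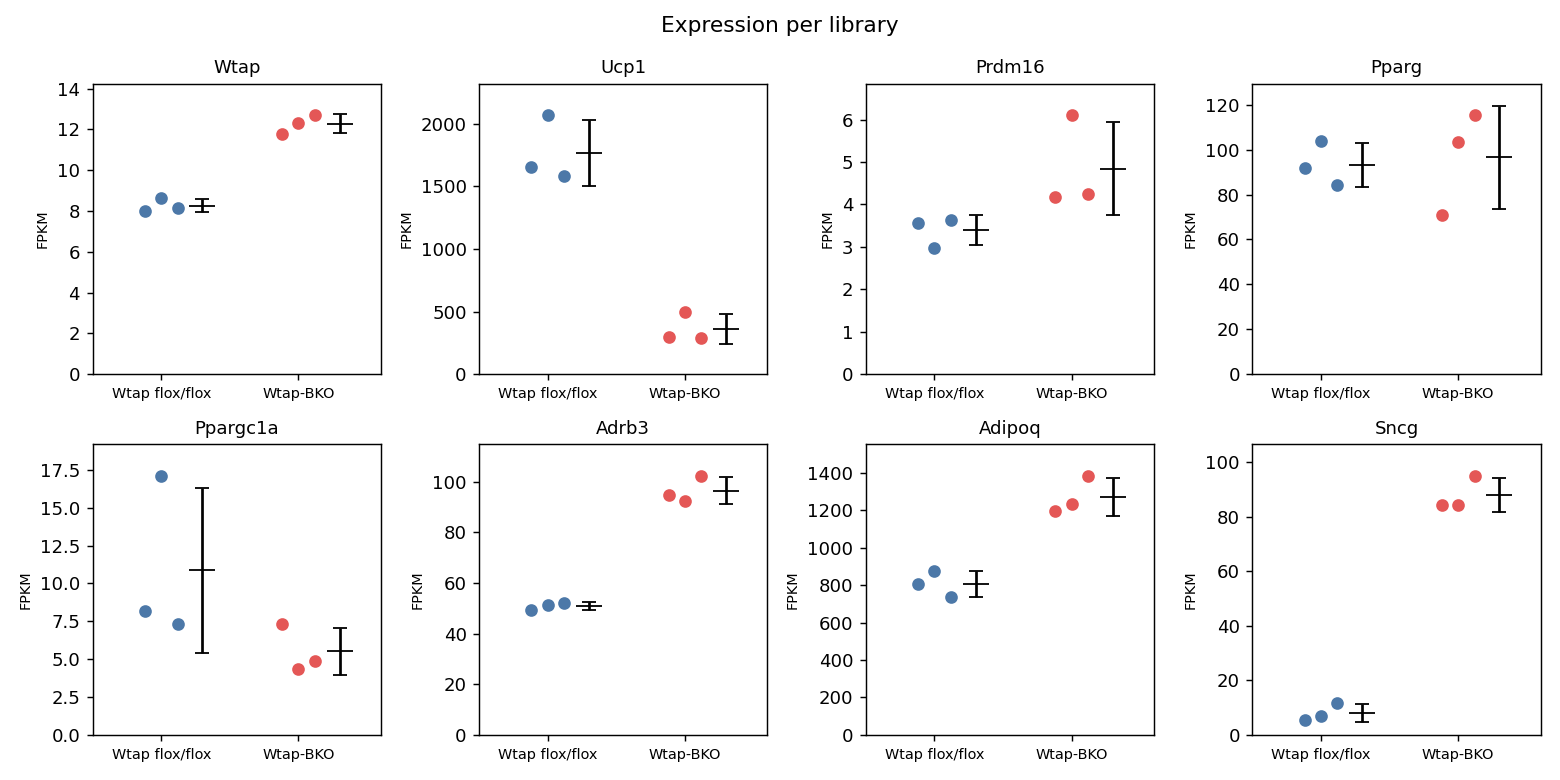
FPKM of 8 genes per library (points), with the mean ± SD of each group of 3 (bars). The libraries labelled Wtap-BKO lie below all controls for Ucp1 and, narrowly, for Ppargc1a (at most 7.30 against at least 7.32). They lie above all controls for Wtap, Prdm16, Adrb3, Adipoq and Sncg, while the groups overlap for Pparg. Prdm16, Pparg and Ppargc1a did not pass the test.

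General adipocyte genes did not move as a group (camera adjusted p = 0.932). Of 16, 1 was called over all genes and 1 when adjusted over the list alone. The called member was Adipoq, which encodes adiponectin and rose from 805 ± 69.2 to 1271 ± 101 FPKM (adjusted p = 0.0259). Genes typical of white fat rose as a list (11 tested, 3 higher, 4 when adjusted over the list alone, camera adjusted p = 0.00736, adjusted p = 0.556 with an estimated correlation). Sncg, the gene of gamma-synuclein, rose from 8.01 ± 3.23 to 87.8 ± 6.28 FPKM (adjusted p = 0.00353). Psat1 rose from 1.13 ± 0.424 to 4.39 ± 1.73 (adjusted p = 0.0212), and Npr3 from 13.1 ± 6.00 to 28.1 ± 1.77 (adjusted p = 0.0446). Secreted factors rose as a list (12 tested, 5 higher and 1 lower, 9 and 1 when adjusted over the list alone, camera adjusted p = 0.00813, adjusted p = 0.556 with an estimated correlation). Rbp4, the retinol carrier, rose from 14 ± 1.94 to 57.8 ± 19.2 FPKM (adjusted p = 0.00963). Vegfa, an angiogenic factor, fell from 223.8 ± 23.2 to 127.6 ± 17.6 (adjusted p = 0.0194). The calls of Sncg and Rbp4 held with each library left out. With 1 library left out the adjusted p reached 0.101 for Adipoq (lost without any but Wtap-BKO replicate 1) and 0.0777 for Psat1 (lost without flox/flox replicate 1 or 2 or Wtap-BKO replicate 3). It reached 0.138 for Npr3 (lost without any but flox/flox replicate 3) and 0.0766 for Vegfa (lost without flox/flox replicate 1, 2 or 3).

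Transcripts of mitochondrial respiration were lower in the libraries labelled Wtap-BKO. Of the 35 nuclear genes of complex I 10 fell and none rose, and 18 fell when adjusted over the list alone. Their mean log2 change was -0.36 (camera adjusted p = 2.93e-09, adjusted p = 0.556 with an estimated correlation). Ndufv1, a subunit of its NADH-binding module, fell from 337 ± 15.2 to 195.5 ± 17.2 FPKM (adjusted p = 0.0102). For complex II, 2 of 4 genes fell, 4 when adjusted over the list alone (camera adjusted p = 0.00267, adjusted p = 0.556 with an estimated correlation). Sdhc fell from 159.7 ± 11 to 103.5 ± 3.08 FPKM (adjusted p = 0.0131). For complex III, 2 of 9 fell, 6 when adjusted over the list alone (camera adjusted p = 0.0413, adjusted p = 0.719 with an estimated correlation). For complex IV it was 2 of 14, and 2 when adjusted over the list alone (camera adjusted p = 0.00845, adjusted p = 0.629 with an estimated correlation). For complex V it was 2 of 16, and 2 when adjusted over the list alone (camera adjusted p = 0.0148, adjusted p = 0.629 with an estimated correlation). Uqcrc1 fell from 8.59 ± 0.371 to 5.38 ± 0.567 FPKM (adjusted p = 0.0193) and Cox5b from 364 ± 26.9 to 231.6 ± 32.9 (adjusted p = 0.0301). The level of Uqcrc1 lay far below those of Uqcrh (362.5 ± 37.2 FPKM in Wtap flox/flox) and Uqcrc2 (310.8 ± 33.8) of the same complex. The reason for this low level was not tested. Of 13 mRNAs encoded by mitochondrial DNA 7 fell, 11 when adjusted over the list alone. Their mean log2 change was -1.02 (camera adjusted p = 4.24e-07, adjusted p = 0.556 with an estimated correlation), and mt-Co2 fell from 1405 ± 409 to 388 ± 92.0 FPKM (adjusted p = 0.0107). Mitochondrially encoded genes took 19.8% ± 2.24 of reads in Wtap flox/flox and 11.5% ± 0.633 in the libraries labelled Wtap-BKO (exact two-sided permutation p = 0.1, n = 3 per group). The list of mitochondrial ribosome and DNA expression genes did not move as a group (2 of 23 higher, 3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.932). The call for complex III was lost without flox/flox replicate 1 (0.0860), flox/flox replicate 2 (0.0843) or Wtap-BKO replicate 3 (0.110). That for complex V was lost without flox/flox replicate 2 (0.0815) or Wtap-BKO replicate 1 (0.0549). Without both libraries that held muscle transcripts camera gave 0.249, 0.146 and 0.180 for complexes III, IV and V. With 2 libraries left per group the mean log2 changes were also smaller, at -0.16, -0.18 and -0.12 against -0.27, -0.26 and -0.17. Of the genes, mt-Co2 kept its call with each library left out. The mitochondrial mRNAs mt-Nd5, mt-Nd4 and mt-Cytb fell less, by 1.96-, 1.94- and 2.10-fold (adjusted p = 0.0215, 0.0246 and 0.0263). They were called in only 2, 1 and 1 of the 6 fits with 1 library left out. With 1 left out the adjusted p reached 0.0532 for Ndufv1 (lost without flox/flox replicate 1 or 2), and 0.0684 for Sdhc (lost without those or Wtap-BKO replicate 3). It reached 0.0763 for Uqcrc1 (lost without any flox/flox library or Wtap-BKO replicate 3) and 0.113 for Cox5b (lost without any but Wtap-BKO replicate 1).

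**Figure D2:**
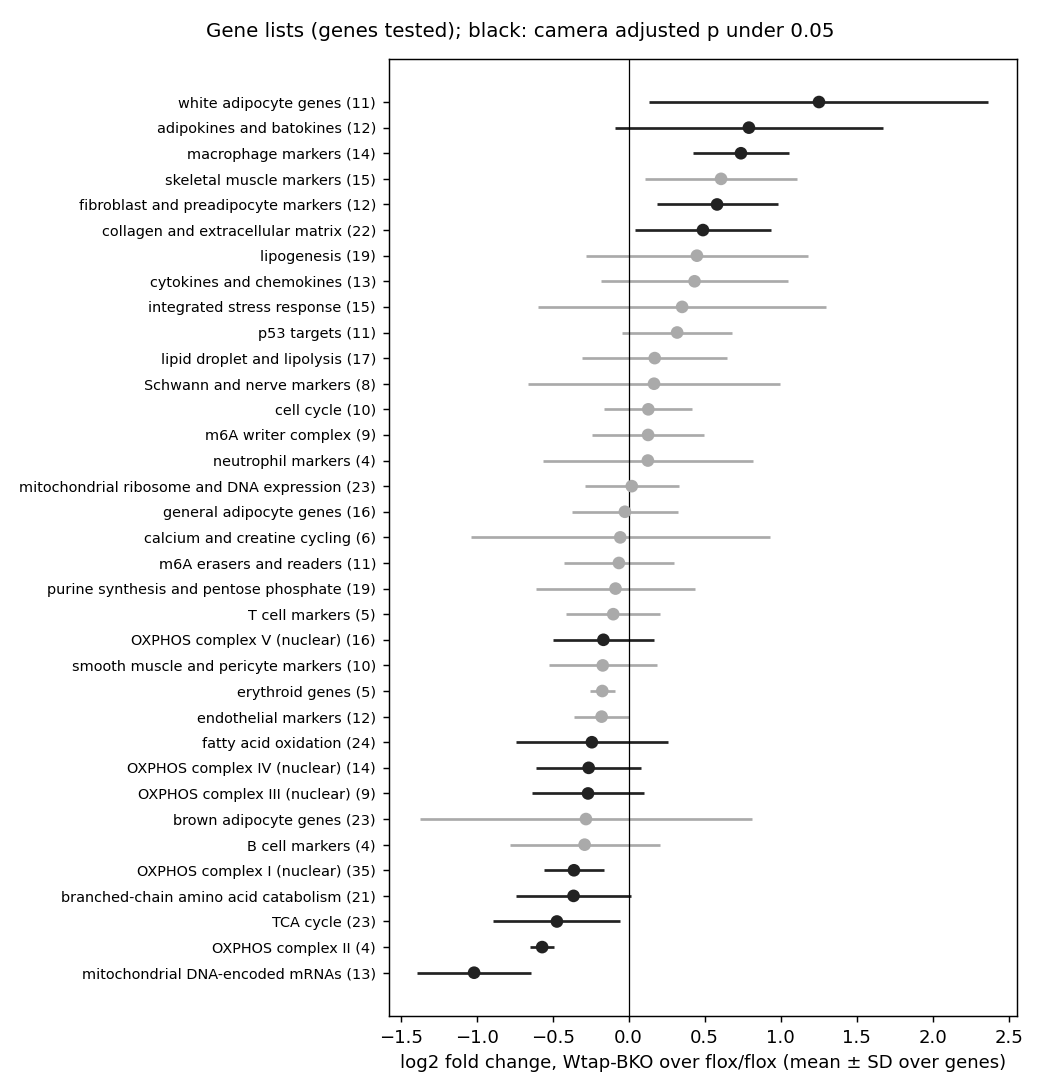
Mean log2 fold change (x axis, libraries labelled Wtap-BKO over Wtap flox/flox) of each gene list, with bars of ± SD over its genes and the number of tested genes in brackets. The mRNAs of mitochondrial DNA lie lowest at -1.02 and the white adipocyte genes highest at 1.25.

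Transcripts of fuel oxidation moved the same way. The TCA list also holds the 4 genes of complex II, and it shares Dld with the branched-chain list, so these lists are not independent. Of 23 genes of the TCA cycle 12 fell, and 18 fell and 1 rose when adjusted over the list alone (camera adjusted p = 6.61e-09, adjusted p = 0.556 with an estimated correlation). Fh1, the gene of fumarate hydratase, fell from 194.0 ± 4.60 to 103.8 ± 7.12 FPKM (adjusted p = 0.00540). Fatty acid oxidation genes fell as a list (6 of 24 lower, 10 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.00198, adjusted p = 0.629 with an estimated correlation). Echs1, an enoyl-CoA hydratase, fell from 97.7 ± 7.57 to 52.9 ± 0.968 FPKM (adjusted p = 0.00557). Branched-chain amino acid catabolism fell as a list (6 of 21 lower, 10 when adjusted over the list alone, camera adjusted p = 0.000106, adjusted p = 0.556 with an estimated correlation). Dbt, a subunit of the branched-chain ketoacid dehydrogenase, fell from 63.1 ± 8.59 to 32.2 ± 2.39 FPKM (adjusted p = 0.00963). The list of purine synthesis and the pentose phosphate pathway was not called (3 of 19 lower, 5 when adjusted over the list alone, camera adjusted p = 0.478). Its members Gmps (10.1 ± 0.812 to 5.02 ± 0.653 FPKM, adjusted p = 0.00911) and Pfas (5.24 ± 0.359 to 2.73 ± 0.295 FPKM, adjusted p = 0.0106), enzymes of purine synthesis, fell. The calls of Fh1, Echs1, Dbt, Gmps and Pfas held with each library left out.

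Lipogenesis was not called as a list (1 of 19 higher, 0 when adjusted over the list alone, camera adjusted p = 0.426, 0.00326 without Wtap-BKO replicate 1 and up to 0.970 over the alternatives). Nor were lipid droplet and lipolysis genes (3 of 17 higher, 3 when adjusted over the list alone, camera adjusted p = 0.452). Agpat2, which makes phosphatidic acid, rose from 276 ± 78.4 to 1042 ± 573 FPKM (adjusted p = 0.0355). Abhd5, the co-activator of adipose triglyceride lipase, rose from 11.5 ± 0.356 to 25.5 ± 7.57 (adjusted p = 0.0205). Calcium and creatine cycling was not called (1 higher and 1 lower of 6, the same numbers when adjusted over the list alone, camera adjusted p = 0.830). The lists of the integrated stress response (3 higher and 1 lower of 15, 4 and 2 when adjusted over the list alone, camera adjusted p = 0.343) and the cell cycle (0 of 10, camera adjusted p = 0.903) were not called either. For p53 targets (1 of 11 higher, 1 when adjusted over the list alone) camera gave 0.0717, and 0.0228 to 0.556 over the alternatives. That list was called with no filter (0.0228) and without Wtap-BKO replicate 1 (0.0250). Trib3, a target of the stress response, rose from 4.91 ± 0.469 to 15.1 ± 4.91 FPKM (adjusted p = 0.0107). Sesn2 fell from 13 ± 1.99 to 5.92 ± 1.78 (adjusted p = 0.0319). The call of Trib3 held with each library left out. With 1 left out the adjusted p reached 0.105 for Agpat2 (lost without any flox/flox library or Wtap-BKO replicate 3). It reached 0.0762 for Abhd5 and 0.109 for Sesn2 (both lost without flox/flox replicate 1, 2 or 3).

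Markers of macrophages rose as a list in the libraries labelled Wtap-BKO. All 14 had a log2 change above 0, with 4 called and 8 called when adjusted over the list alone (camera adjusted p = 3.29e-05, adjusted p = 0.556 with an estimated correlation). Csf1r, the receptor of the macrophage growth factor, rose from 5.66 ± 0.637 to 9.35 ± 0.463 FPKM (adjusted p = 0.0162). Mrc1, named by the study, rose from 3.90 ± 0.243 to 6.13 ± 0.884 (adjusted p = 0.0325). Collagen and extracellular matrix genes rose as a list (4 of 22 higher, 11 when adjusted over the list alone, camera adjusted p = 0.000128, adjusted p = 0.556 with an estimated correlation). Col5a3 rose 3.68-fold, from 14.2 ± 1.22 to 52.1 ± 10.1 FPKM (adjusted p = 0.00371). Col1a1 and Col3a1, both named by the study, did not pass. Col1a1 was at 26.1 ± 2.43 FPKM in Wtap flox/flox and 44.9 ± 14.7 in the libraries labelled Wtap-BKO (adjusted p = 0.0864), and Col3a1 at 54.4 ± 7.09 and 80.4 ± 20.1 (adjusted p = 0.138). Fibroblast and preadipocyte markers rose as a list (2 of 12 higher, 5 when adjusted over the list alone, camera adjusted p = 0.00267, adjusted p = 0.629 with an estimated correlation). Among them Dpt, the gene of dermatopontin, rose from 29.3 ± 3.15 to 59.2 ± 8.87 FPKM (adjusted p = 0.0104). Cytokines and chemokines were not called as a list (1 of 13 higher, 3 when adjusted over the list alone, camera adjusted p = 0.209, 0.0409 without flox/flox replicate 3 and up to 0.629 over the alternatives). With 1 library left out the adjusted p reached 0.0658 for Csf1r (lost without flox/flox replicate 1 or 2 or Wtap-BKO replicate 3), 0.112 for Mrc1 (lost without any but Wtap-BKO replicate 2) and 0.0501 for Dpt (lost without flox/flox replicate 2). Col5a3 held throughout. Without Wtap-BKO replicate 2, Col1a1 (adjusted p = 0.0405) and Col3a1 (0.0398) were called.

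The other cell types gave no called list. Camera gave an adjusted p of 0.903 for T cell markers (0 of 5 called), 0.533 for B cell markers (1 of 4 lower, 1 when adjusted over the list alone) and 0.830 for neutrophil markers (0 of 4). It gave 0.258 for endothelial markers (0 of 12, 0.0401 without Wtap-BKO replicate 1 and up to 0.844 over the alternatives), 0.478 for smooth muscle and pericyte markers (0 of 10) and 0.920 for Schwann and nerve markers (1 of 8 lower, 1 when adjusted over the list alone). It gave 0.691 for erythroid genes (0 of 5) and 0.830 for skeletal muscle markers (0 of 15, 0.0410 without flox/flox replicate 2 and up to 0.998 over the alternatives). Of the epithelial markers 0 passed the filter. Skeletal muscle markers took 0.207% of reads in flox/flox replicate 2 and 0.342% in Wtap-BKO replicate 3, against 0.00628% to 0.0112% in the other libraries. Both libraries enter every comparison.

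**Figure D3:**
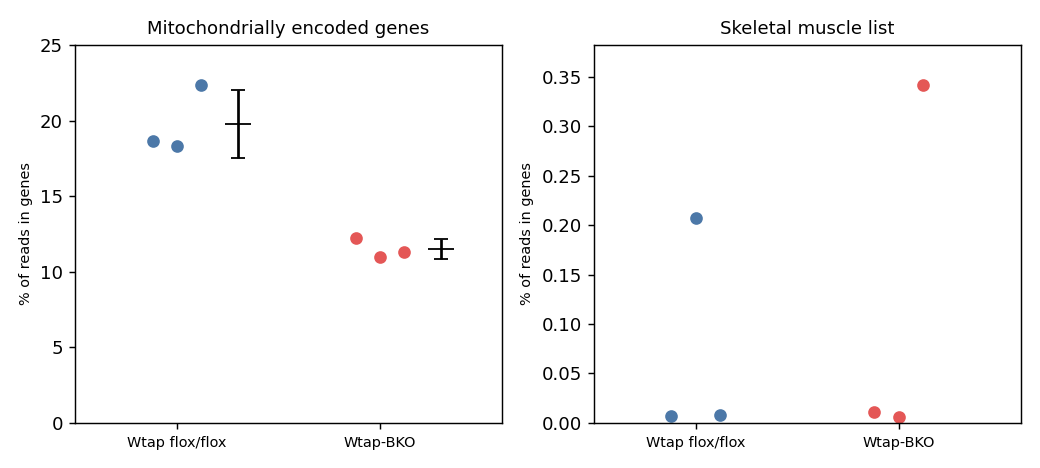
Share of reads in genes (y axis, %) taken by mitochondrially encoded genes (left, with mean ± SD) and by the skeletal muscle list (right) in each of the 6 libraries. The mitochondrial share is 18.3% or more in the controls and 12.2% or less in the libraries labelled Wtap-BKO, and 1 library of each group stands apart in the muscle share.

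Among the writers of N6-methyladenosine, Mettl16, a separate methyltransferase, rose from 1.33 ± 0.127 to 2.28 ± 0.213 FPKM (adjusted p = 0.0316). The catalytic pair did not pass the test, with Mettl3 at 2.22 ± 0.117 FPKM in Wtap flox/flox and 1.85 ± 0.0858 in the libraries labelled Wtap-BKO (adjusted p = 0.250). In the same order Mettl14 was at 2.16 ± 0.236 and 1.88 ± 0.200 (adjusted p = 0.453). Of the 9 writer genes Wtap and Mettl16 rose, the same 2 when adjusted over the list alone (camera adjusted p = 0.552). By fry, which does not compare a list with other genes, this list, Wtap included, was higher (adjusted p = 0.0288). Of 11 erasers and readers 1 rose and 1 fell, 2 and 1 when adjusted over the list alone (camera adjusted p = 0.590). Those were Ythdf2 (6.67 ± 1.0 to 10.1 ± 1.11 FPKM, adjusted p = 0.0471) and Rbmx (11 ± 1.0 to 6.70 ± 1.40 FPKM, adjusted p = 0.0390). With 1 library left out, other than Wtap-BKO replicate 1, these calls were lost, at an adjusted p of at most 0.105 for Mettl16, 0.138 for Ythdf2 and 0.124 for Rbmx.

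Over all 13507 tested genes, 824 rose and 524 fell in the libraries labelled Wtap-BKO. The genes with the largest changes were taken by the fitted log2 change, and the folds given are ratios of mean FPKM, whose order can differ. Beside Sncg, the rises were those of Serpina3c (12.9-fold, adjusted p = 0.00745), Osgin1 (12.1-fold, adjusted p = 0.00467), Ccdc80 (7.79-fold, adjusted p = 0.00353) and Ffar2 (7.40-fold, adjusted p = 0.00857). The others were Opn3 (6.86-fold, adjusted p = 0.00756), Ltc4s (5.97-fold, adjusted p = 0.00372), B3galt2 (5.84-fold, adjusted p = 0.00486), Gpc1 (5.24-fold, adjusted p = 0.00353) and Adcy5 (5.11-fold, adjusted p = 0.00872). Beside Ucp1, the falls were those of Pon1 (8.30-fold, adjusted p = 0.00495), Lgr6 (5.57-fold, adjusted p = 0.0128), Ptgds (4.96-fold, adjusted p = 0.0216) and Gpr135 (4.08-fold, adjusted p = 0.00911), with Yjefn3 (3.93-fold, adjusted p = 0.00358), Prdm16os (3.78-fold, adjusted p = 0.00761), mt-Co2 (3.62-fold, adjusted p = 0.0107), Rnf152 (3.49-fold, adjusted p = 0.00963) and Itih4 (3.58-fold, adjusted p = 0.0301). The rule took only genes without overlap between the groups. Of all tested genes 35.0% had no overlap, where chance gives 10%. Library size alone as the scaling gave 1113 rises and 310 falls, or 78.2% rises against 61.1%. The count of 1348 became 327, 325 and 535 without flox/flox replicates 1, 2 and 3, and 751 and 476 without Wtap-BKO replicates 2 and 3. Without both libraries with muscle transcripts, which leaves 2 per group, limma called 0 genes, with 2217 at an unadjusted p under 0.05. All 1348 genes kept their direction there, in a subset of the same libraries. The log2 change of Wtap was 0.57 against 0.56 (adjusted p = 0.183) and that of Ucp1 -2.09 against -2.34 (adjusted p = 0.118). Of the 89 called genes under the naming rule, 28 were called with each library left out and 0 changed sign. A gene without overlap, as the rule required of the largest changes, cannot change sign when 1 library is left out. Of the largest changes, Lgr6 was lost without flox/flox replicate 2 (0.0546), Ptgds without flox/flox replicate 1, 2 or 3 (at most 0.0723) and Itih4 without any but Wtap-BKO replicate 3 (at most 0.104). The fall of Lgr6 was 8.66-fold without Wtap-BKO replicate 1, and that of Itih4 5.65-fold without Wtap-BKO replicate 3.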

Values the study reported

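The study reported 1410 upregulated and 894 downregulated genes in the iBAT of Wtap-BKO mice.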

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

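The alternatives that used TMM factors or treated the muscle libraries, genes or covariate were added after seeing the data. The planned count-model tools were not run, although the recovered reads would have allowed them. The causes of the changes below were not tested, except that a stricter threshold lowers a count by construction. Fewer libraries mostly lowered the counts, but 851 genes were called higher without Wtap-BKO replicate 1, against 824 with all libraries. Called genes (1348, 824 higher and 524 lower) numbered 687 (442 and 245) with no filter, 474 (298 and 176) with a log2 change of at least 1, 3897 (2116 and 1781) at an unadjusted p, 325 to 1276 (229 to 851 higher, 93 to 425 lower) with 1 library left out, and 0 (0 and 0; 2217 at an unadjusted p under 0.05, limma alone being run) without both libraries with muscle transcripts. Library size alone called 310 lower and the muscle covariate 336 lower. The replicate numbers gave no sign of pairing (correlations of same-numbered deviations -0.05, -0.40 and -0.27), and no library correlated best with its own number. The largest correlation, 0.56, joined flox/flox replicate 2 and Wtap-BKO replicate 3, which held muscle transcripts, so these values cannot exclude a pairing. With the number as a block, 308 genes were called (211 higher, 97 lower), camera gave 0.0589 for complex III and 0.0403 for the brown list, and Wtap was at 0.565 (adjusted p = 0.0711). With an estimated correlation 0 of the 14 called lists were called, at an adjusted p of 0.556 (white adipocyte, complexes I and II, mitochondrial DNA, TCA cycle, branched-chain amino acids, adipokines, matrix, macrophage), 0.629 (complexes IV and V, fatty acid oxidation, fibroblast) or 0.719 (complex III). Of the 14, fry called complex II (0.0288), mitochondrial DNA (0.0287) and the TCA cycle (0.0350), with 0.0506 to 0.132 for the other 11, and beyond them the writer list alone (0.0288). Without both muscle libraries camera gave 0.249, 0.146 and 0.180 for complexes III, IV and V, Wtap stood at 0.570 (adjusted p = 0.183) and the brown list's relative change at -0.156. The covariate gave 0.0670 for complex III, and the reference of 4 genes a relative change of -0.482. With 1 library left out camera gave 0.00898 to 0.110 for complex III and 0.00234 to 0.0815 for complex V, and Wtap changed by 0.539 to 0.596. In the lists of general adipocyte genes, the mitochondrial ribosome and T cells the mean and the median differed in sign. Sign changes were limited to uncalled results. By camera these were skeletal muscle (0.870 with library size alone, 0.886 with the covariate), Schwann (0.917 with library size alone), the mitochondrial ribosome (0.953 with protein-coding genes only) and, without both muscle libraries, Schwann (0.125), T cell (0.700) and neutrophil (0.630) markers. With 1 library left out the lists that changed sign had 0.709 to 0.952 (general adipocyte), 0.547 to 0.952 (mitochondrial ribosome), 0.00326 to 0.802 (lipogenesis), 0.352 to 0.914 (cell cycle), 0.351 to 0.895 (T cell), 0.352 to 0.863 (neutrophil), 0.0410 to 0.822 (skeletal muscle), 0.241 to 0.911 (Schwann) and 0.136 to 0.846 (erythroid). Pparg changed by -0.118 to 0.233 with 1 library left out and by -0.0395 without both muscle libraries, and Acta1 by -1.26 to 4.45 with 1 library left out. Uncalled genes of the lists changed sign too. S100a8 was at 0.0359 with library size alone and 0.0304 with a pseudocount of 1. Without both muscle libraries Lck was at 0.122, Cd79b 0.166, Csf3r -0.277, Tnnt1 -0.478 and Sox10 -0.202. With 1 library left out the ranges were Atp2a2 -0.282 to 0.0207, Lck -0.611 to 0.236, Cd8b1 -0.126 to 0.680, Cd4 -0.105 to 0.343, Ighm -0.0282 to 0.350, Cd79b -0.647 to 0.109, Jchain -0.503 to 0.542, S100a9 -1.41 to 0.1, Csf3r -0.163 to 0.635, S100a8 -0.715 to 0.487, Myh7 -0.823 to 2.17, Pvalb -1.07 to 4.53, Tnnt1 -1.12 to 1.67, Sox10 -0.00765 to 0.663, Hba-a2 -0.591 to 0.0448, Hba-a1 -0.548 to 0.0789, Hbb-bs -0.396 to 0.153 and Alas2 -0.449 to 0.368.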

Other observations

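The tests of adipocyte RNA share, of scaling, of muscle tissue and of RNA classes were chosen after the result was seen. The called long non-coding RNAs were mostly lower in the libraries labelled Wtap-BKO, with 26 of 810 called higher and 73 lower. Among 11597 protein-coding genes 769 were called higher and 399 lower, but their median log2 change was 0.009. Camera gave an adjusted p of 0.00216 for the long non-coding RNAs, with a median log2 change of -0.22 (adjusted p = 0.0696 with an estimated correlation). The nuclear RNAs Malat1, Neat1 and the marker Acta1 below were chosen after their values were seen. Malat1 fell from 164.0 ± 9.56 to 87.4 ± 9.36 FPKM (limma adjusted p = 0.00756) and was called with each library left out. Neat1 fell from 38.8 ± 20.4 to 12.7 ± 1.42 FPKM (limma adjusted p = 0.0340), and its call was lost without any library but flox/flox replicate 3 (at most 0.0820). Prdm16os, annotated on chromosome 4 from 154637576 to 154644724 next to the 5' end of Prdm16 (154316125 to 154636873) and on the opposite strand, fell from 8.33 ± 1.09 to 2.20 ± 0.751 FPKM, while Prdm16 did not pass the test.

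The called genes here numbered 824 higher and 524 lower at an adjusted p under 0.05, and 2116 and 1781 at an unadjusted p under 0.05. The first pair is lower and the second higher than the values quoted from the study above, whose threshold is worded as adjusted in its methods and as a plain p-value beside its counts.

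For the number of called genes, the 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split called 1348 genes and the highest of the others 0, so that 1 split reached the real count. Every other split mixes the genotypes on both sides, so a difference between the genotypes widens the spread within its sides. Their 0 calls are therefore no reference for what chance alone would call.

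Transcripts of respiration and the TCA cycle were lower in the libraries labelled Wtap-BKO, with a median log2 change of -0.40 over 97 genes. A lower share of adipocyte RNA on its own would raise the markers of every other cell type alike. The macrophage list lay above the endothelial list by 0.917, more than the combined SD of 0.362. A lower share together with more macrophages would also give such a gap, so this test cannot exclude a lower share. General adipocyte genes, which a lower share would lower, had a mean log2 change of -0.02 (SD 0.35 over 16 genes, camera adjusted p = 0.932). Gene length was tested with 10000 lists matched on length and expression, of which 0% had a median as low. Under 3 other scalings, which put the median of all genes at -0.01 to 0.08, the mean of the list was -0.25 or lower. A change in the adipocytes may remain as a hypothesis, which these values do not decide. A change in the macrophages themselves stays open, as does an effect of the Cre allele on these transcripts. The study saw no effect of that allele alone on body weight, iBAT weight and appearance or cold tolerance.

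Wtap RNA was higher in the libraries labelled Wtap-BKO. Under 3 other scalings its log2 change was 0.56 to 0.65 and called by limma, and no other gene of the table overlaps Wtap. Values for whole genes do not tell transcripts with and without exon 4 apart, and a rise of the shortened transcript is a hypothesis not tested here. Reads across the junction of exons 3 and 5, not analysed here, would decide it. By other measures, the study saw less WTAP, UCP1, PRDM16, PPARγ and PGC-1α protein and larger shares of macrophage and lymphocyte nuclei in Wtap-BKO iBAT. Its single-nucleus data also showed less Prdm16, Pparg and Ppargc1a mRNA in brown adipocytes. Its metabolomics found the TCA cycle metabolites unchanged, but less acetyl-CoA and succinyl-CoA, so lower transcripts of that cycle need not mean lower metabolites. Here, in whole tissue, Ucp1 and the macrophage list share the study's direction, while Wtap does not. Prdm16, Pparg and Ppargc1a were not called. Ppargc1a was lower, while Prdm16 was higher in every library labelled Wtap-BKO than in any control (4.85 ± 1.10 against 3.39 ± 0.353 FPKM, limma adjusted p = 0.130). The T and B cell lists were not called either, with only 5 of 12 and 4 of 10 markers tested. Some had few reads, such as Cd8a (11 to 68 per library), so these lists say little about lymphocyte shares.

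Skeletal muscle transcripts stood out in flox/flox replicate 2 and Wtap-BKO replicate 3. Of 15 further muscle genes, outside the list whose share picked out these libraries, 15 had them as their highest 2 libraries. Acta1 had 6829 and 13339 reads there and at most 167 elsewhere. This is consistent with muscle tissue next to the pad in 1 sample of each group. Because 1 library of each group is affected, the transcripts do not follow the genotype.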
